A study of Mus musculus with 36 samples. Its data were reported in "Gene expression in whole lung and pulmonary macrophages reflects the dynamic pathology associated with airway surface dehydration" (2014).

How the data were processed

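Each of the 36 arrays (Affymetrix Mouse Gene 1.0 ST) measured amplified RNA of lavage macrophages, 12 ng per array, from pools of 3 pups (PND 0, 3 and 10) or single mice (PND 42). The authors deposited log2 intensities made in Partek 6.5 with RMA, that is with background adjustment for probe sequence, quantile normalization and median polish. The deposited table gives 1 value per transcript cluster and array, called a feature here, and this differs from the gene-level summary that the study's methods describe. Of 35556 features, 6616 are numbered below the first feature with a gene annotation and carry none, so that they were presumed to be array controls and left out, which leaves 28940 features. Of the 23099 features with a gene annotation, 21218 had exactly 1 symbol and 1881 several, and 5841 of the analysed features had none. Where several features carry a symbol, the feature of highest mean stands for the gene. No column of the table was unused (0 columns), and no value was changed before the fit.

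Groups came from genotype, age and housing as labelled, 10 groups in all with 3 or 4 arrays each. Linear models were fitted with limma 3.58.1 in R 4.3.3 to all 36 arrays, with 1 mean per group, and 17 contrasts were drawn: 5 of genotype, 6 of age, 2 of housing and 4 interactions. Moderated tests were two-sided, with Benjamini-Hochberg adjustment over the analysed features within each contrast. A feature was called at an adjusted p of 0.05 and a change of 2-fold. A single gene or list member is said to rise or fall where it passed the adjusted p of 0.05. An exact test of 3 arrays against 3 cannot give a p below 0.1, so that the calls at PND 0 and in GF mice rest on the pooled variance of the model.

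Lists of genes, 28 of processes and 21 of cell types and tissues (49 in all), were written from textbook knowledge and tested with camera in limma at the preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast. The same test with an estimated correlation, and fry, which asks whether the genes of a list move on balance one way (directional) or in either direction (mixed) and does not compare them with other genes, were run as alternatives. For no list that passed did the median, the mean and the test differ in sign. Of the lists, 5 had under 80% of their members on the array: cholesterol synthesis, complement, histone cluster, erythroid and T cell. The groups, the contrasts, the limits, the lists, the first set of alternatives and the rule for named genes were chosen before the data were examined.

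The rule named, among features with exactly 1 symbol that is not a predicted, clone or RIKEN name, the 10 largest rises and 6 largest falls of each genotype contrast, the 6 largest of each sign in the other contrasts, up to 4 called members of a described list with the largest change, and 21 genes given in all genotype contrasts where the text needs them, from Scnn1b to Acta1. Of the genes so chosen, 1 is not reported here, though it stays in the tests and in the counts of the lists. Ly6g is not analysed here.

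The procedure was tested on simulated data that had the group sizes and spread of these arrays and 200 changed features, 50 at each of 4 fold sizes. At PND 3 the adjusted p alone recovered 22, 46, 49 and 50 of 50 features changed by 1.5-fold, 2-fold, 3-fold and 4-fold, with 2 calls among unchanged features. At PND 10 it recovered 27, 44, 49 and 50 (2 false calls), at PND 42 in SPF housing 20, 44, 49 and 49 (2) and in GF housing 14, 41, 49 and 50 (5). At PND 0 it recovered 30, 38, 50 and 50, but with 894 false calls, 144 of them past both limits, among 28720 unchanged features, since the spread within groups is larger at this age than at the others (relative SD of 1.57 in WT and 1.49 in Tg against 0.806 to 1.01). The comparison of PND 3 with PND 0 in WT mice had 165 false calls. Both limits together recovered fewer of the small changes, with 0, 25, 49 and 50 of 50 at PND 3. For the GF minus SPF interaction the adjusted p alone recovered 7, 29, 44 and 46 of 50 (1 false call), and both limits 0, 18, 44 and 46. A changed list was found in each simulated contrast, and 0 of 48 unchanged lists were called by camera. The simulated data were matched in group sizes and spread, so that this does not test the preset correlation on real lists. There the lists past camera at PND 0 fell from 26 to 5 when the correlation was estimated.

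Alternatives changed 1 choice at a time: the limits, a fit on the compared groups alone, array weights, quantile normalization again, median centring, a trend and robust variance prior, a test without moderation, a filter on dim features, 1 feature per gene, a replicate block and each array left out in turn. Added after the data were seen were all features kept, a term for Xist, replicate 3 of both genotypes at PND 0 left out, a requirement that every Tg array lie beyond every WT array, and weights by group variance. Other splits of the arrays were fitted in the same way, with 100 drawn for each interaction. The replicate numbers were not taken to pair the arrays: after the group means were removed, no contrast had a correlation over 0.1 in every pair, although all pairs were positive between genotypes in GF mice (0.012 to 0.093) and between housings in Tg mice (0.03 to 0.084), and the values ran from -0.126 to 0.244.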

Results

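RNA from macrophages recovered by lung lavage was measured on 36 Affymetrix Mouse Gene 1.0 ST arrays. The mice carried a transgene that overexpresses Scnn1b, the beta subunit of the epithelial sodium channel, in airway club cells (Tg), or were wild-type littermates (WT). Excess sodium uptake dries the airway surface of these mice, and mucus plugs follow. The lavage cells were depleted of granulocytes with a Ly-6G antibody before RNA extraction. The study describes Ly-6G as a marker of both neutrophils and eosinophils. Mice in specific-pathogen-free (SPF) housing were sampled at postnatal days (PND) 0, 3, 10 and 42, and germ-free (GF) mice at PND 42. Each genotype had 3 arrays at PND 0, 4 arrays at PND 3, 4 at PND 10, 4 at PND 42 in SPF housing and 3 at PND 42 in GF housing. Arrays of PND 0, 3 and 10 held RNA of cells pooled from 3 pups, and arrays of PND 42 held RNA of single mice. The values are on a log2 scale and ran from 1.86 to 13.2, with array medians between 3.72 and 4.06. A group mean within or below that range of medians is taken as near background here. A fold or log2 change against it is then a lower bound, and its rank is not exact. The number of arrays, 3 or 4 per group, limits the precision. The p-values and SEs rest on the spread between pools or single mice, pooled per feature over the 10 groups. They do not measure the spread of the compared groups alone. At PND 0, where the spread was larger than at the other ages, they can be too small. Thyroglobulin there had an SD of 4.12 in the Tg pools (n = 3) but an SE of 0.88 in the fit.

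The largest division among the arrays was between newborn and older mice. The first principal component held 44.3% of the variance and placed the WT arrays of PND 0 between -111.2 and -62.3 and the Tg arrays of PND 0 between -126.3 and -104.2, with all later arrays between 1.7 and 31.3. The second component, with 10.7%, held the Tg arrays of PND 3 between 33.1 and 47.3 and the WT arrays of that age between -9.4 and 20.7. On the third component, with 8.1%, the Tg arrays of PND 42 lay between -41.3 and -29.0 in SPF housing and between -44.8 and -31.5 in GF housing.

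**Figure D1:**
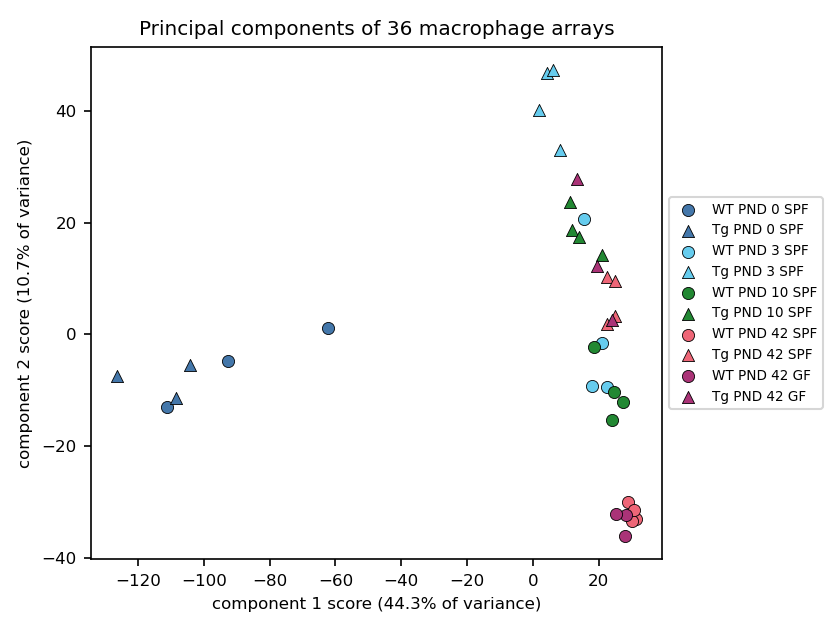
Scores of the 36 arrays on the first and second principal components of the log2 values (axes: component scores, with the share of variance), with 1 point per array, coloured by age and housing, circles for WT and triangles for Tg. The arrays of PND 0 lie at -62.3 or below on the first component and all others at 1.7 or above.

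Scnn1b itself shows whether the transgene transcript was caught with the lavage cells. At PND 0 the arrays labelled Tg replicates 1 and 2 read 10.23 and 10.33 and the WT arrays 4.06, 5.27 and 6.69, but the library labelled Tg PND 0 replicate 3 read 5.47, inside the WT range. The fitted difference at PND 0 was 3.34 ± 0.68 (SE, log2, n = 3 per group, adjusted p = 0.00355), and it no longer passed without Tg PND 0 replicate 1 (2.56). It was 4.94 without Tg replicate 3, 4.01 without WT replicate 3, 2.51 without Tg replicate 2 and 2.70 without WT replicate 1. At PND 3 the Tg arrays read 5.37 to 6.03 and the WT arrays 3.09 to 3.55, a rise of 2.45 on the log2 scale (adjusted p = 0.0113, n = 4 per group). Scnn1b was not called at PND 10 (0.61, adjusted p = 0.813) or at PND 42 in SPF housing (0.19, adjusted p = 0.975). Scgb1a1, the club cell secretory protein whose promoter drives the transgene, read 11.9 in Tg and 11.6 in WT pools at PND 0 and was called higher in Tg mice at PND 42 in SPF housing (2.03 on the log2 scale, adjusted p = 0.00299). At PND 3 Scgb1a1 lay in the opposite direction, at 8.39 to 8.67 in the Tg arrays and 8.93 to 9.51 in the WT arrays. Directions drawn at PND 0 rest on the labels, replicate 3 included.

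**Figure D2:**
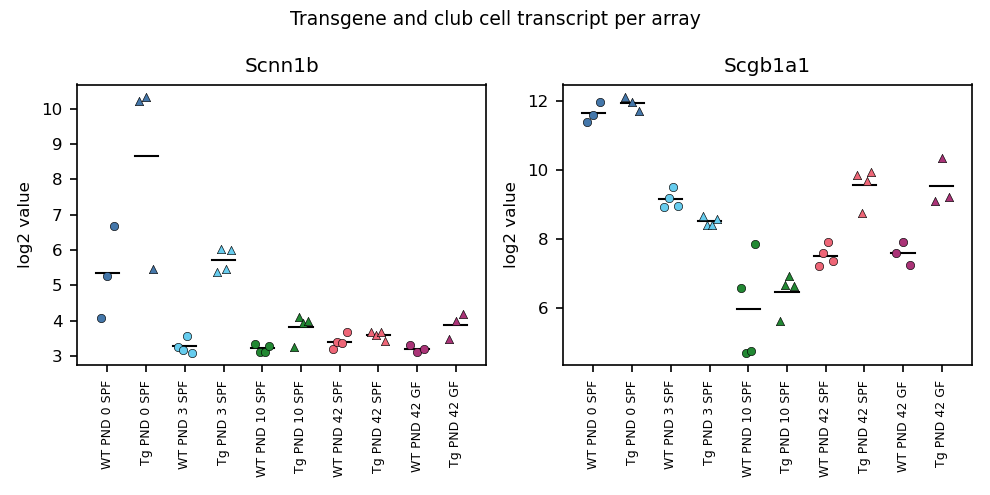
Log2 values of Scnn1b and Scgb1a1 (vertical axes) in each array by group (horizontal axes), with circles for WT, triangles for Tg and a black line for the mean of each group. The library labelled Tg PND 0 replicate 3, at 5.47 for Scnn1b, lies within the WT range of its age, and the 4 Tg arrays of PND 3 lie above every WT array of that age.

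The PND 0 comparison asks what differs in macrophages before mucus plugs form. Transcripts of skeletal muscle stood out in the Tg pools. Tnnc2, a fast-muscle troponin, was 28.9-fold higher (8.03 ± 0.56 against 3.18 ± 0.54, SD, n = 3 per group, adjusted p = 1.78e-16), skeletal actin Acta1 25.9-fold (9.13 ± 0.68 against 4.43 ± 0.71, adjusted p = 3.51e-14) and the troponin Tnnt3 12.8-fold, each higher in 3 of 3 Tg pools than in any WT pool. The caseins Csn1s2a and Csn2 and the milk protein Glycam1 rose by 4.08, 3.81 and 3.84 on the log2 scale, again in 3 of 3 pools. Thyroglobulin rose by 4.40 ± 0.88 (SE, adjusted p = 0.003), the red cell anion exchanger Slc4a1 by 4.08 ± 0.86 (adjusted p = 0.00454) and carbonic anhydrase Car3 by 3.81, each above the WT pools in 2 of 3 Tg pools, and the interferon-induced Rsad2 by 3.79. The WT means of Tnnc2, Csn1s2a, Glycam1, thyroglobulin and Car3 (3.13 to 3.91) were near background, so that their rises are lower bounds. The order of Tnnc2 and Acta1 is not exact for this reason. The falls were smaller. The cornified envelope gene Lce3a fell by 2.12 (adjusted p = 1.45e-06), and the small nucleolar RNAs Snord14e, Snora73b and Snora74a had values of -2.00, -1.51 and -1.50, with Fam174c at -1.58 and Lhfpl2 at -1.50. Siglecf (called Siglec5 in the study), a lectin of mature alveolar macrophages, was lower by a log2 value of -0.79 (adjusted p = 0.0446).

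Lists of genes of other tissues moved together at this age. Of 31 measured skeletal muscle genes 21 rose and 0 fell by limma (27 rose adjusted over the list alone; camera adjusted p = 1.6e-48), of 20 fibroblast genes 15 rose (18 adjusted over the list alone; Mfap5, Meox2 and Postn by 2.56, 2.49 and 2.27), of 14 imprinted fetal growth genes 11 rose (13 adjusted over the list alone; Mest by 2.42), and of 11 milk protein genes 7 rose (9 adjusted over the list alone). Of 13 cardiac genes 4 rose (5 adjusted over the list alone), with Actc1, the cardiac actin, up by 2.60. These 5 lists passed with an estimated correlation too. Of 12 erythroid genes 6 rose (9 adjusted over the list alone), among them Tspo2 (3.11) and the embryonic globin Hbb-y (2.09), but the list had an adjusted p = 0.0663 with an estimated correlation. The thyroid list (3 of 8 rose, 7 adjusted over the list alone, adjusted p = 0.175 with an estimated correlation), the smooth muscle list (3 of 14, 6 adjusted over the list alone, adjusted p = 0.0949 with an estimated correlation) and the mast cell list (3 of 12, 4 adjusted over the list alone, adjusted p = 0.211 with an estimated correlation) passed with the preset correlation alone. Macrophage lists were lower: 4 of 27 alveolar macrophage genes fell (11 adjusted over the list alone), Pparg, the regulator of their maturation, at -0.72, with an adjusted p = 0.201 for the list with an estimated correlation, and 3 of 25 lysosomal genes fell (10 adjusted over the list alone; adjusted p = 0.189 with an estimated correlation). The Tg pools were unlike each other: the muscle list scored 5.57, 5.09 and 4.72 in replicates 1, 2 and 3 against at most 3.57 in the WT pools, while the erythroid list scored 6.47, 3.39 and 5.76 against at most 3.56.

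**Figure D3:**
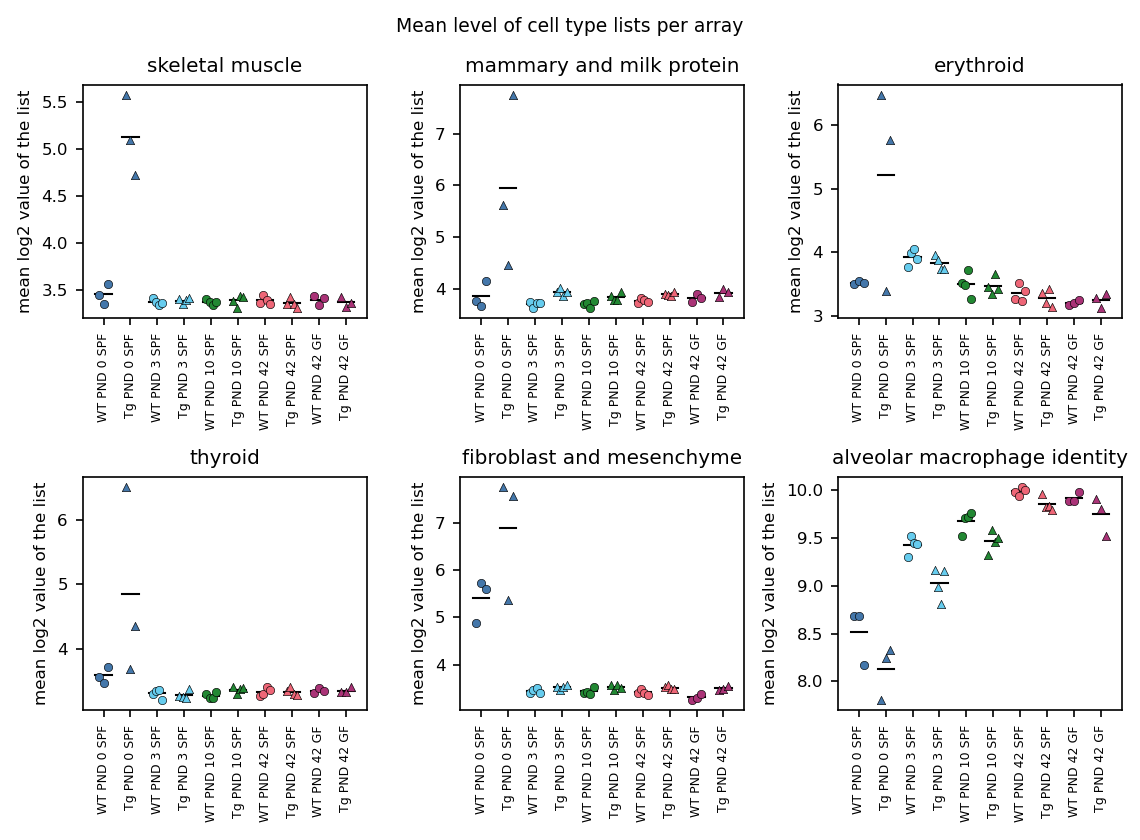
Mean log2 value of the members of 5 tissue lists and of the alveolar macrophage list (vertical axes) in each array by group (horizontal axes), with circles for WT, triangles for Tg and a black line for the mean of each group. At PND 0 the skeletal muscle list lies above the WT range in 3 of 3 Tg pools, while the erythroid list of Tg replicate 2 (3.39) lies below the lowest WT pool (3.50).

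At PND 0, 429 features passed both limits (347 higher in Tg pools, 82 lower), and 26 of 49 lists passed camera, 5 of them with an estimated correlation. This count is the least secure of the genotype comparisons: limma fitted on these 6 arrays alone called 0 features (1679 at an unadjusted p under 0.05), and the full fit called 221 without Tg PND 0 replicate 1, 826 without Tg replicate 2, 828 without WT replicate 3, 1087 without replicate 3 of both genotypes and 179 with weights for the larger spread of this age (the last pair of settings chosen after the values were seen). Slc4a1 (2.83 without Tg replicate 1), Fam174c (-0.86 without WT replicate 2), Snora73b (-1.15 without WT replicate 1), Snora74a (-0.44 without WT replicate 2), Lhfpl2 (-0.99 without WT replicate 1), Snord14e (-1.54 without Tg replicate 1) and Siglecf (-0.58 without WT replicate 1) lost their call when a single array was left out, Snord14e also without WT replicates 1 (-1.84) and 3 (-1.75) and Tg replicate 2 (-1.82), Snora74a also without Tg replicates 1, 2 and 3 (-1.503, -1.51 and -1.489), Lhfpl2 also without WT replicate 2 (-1.32) and Tg replicate 3 (-1.31) and Siglecf also without WT replicate 2 (-0.75) and Tg replicate 1 (-0.56), while Snord14e was at -2.65 without Tg replicate 3 and Snora74a and Lhfpl2 at -2.29 and -2.19 without WT replicate 3. The log2 change of thyroglobulin was 2.52 without Tg replicate 1 and 6.603 without Tg replicate 2, that of Car3 2.89 and that of Rsad2 2.75 without Tg replicate 1, and those of Csn1s2a, Glycam1 and Csn2 were 2.73, 2.43 and 2.63 without Tg replicate 3. Without Tg replicate 2 those of Slc4a1, Car3, Rsad2, Glycam1, Csn1s2a and Csn2 were larger, at 6.205, 5.625, 5.48, 5.08, 5.04 and 5.01, and without Tg replicate 3 those of Slc4a1, Car3 and Rsad2 were 3.21, 2.92 and 3.16. Csn2 was at 4.445 without WT replicate 3. In all, 10.9% of features had every Tg pool beyond every WT pool, where 10% is the share by chance.

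At PND 3, when mucus obstruction and inflammation begin in this model, inflammatory genes were higher in the Tg macrophage preparations, and markers of neutrophils were among the largest rises (Lcn2, Csta3, Stfa3 and Chil1 are members of the fixed neutrophil list). Lcn2, a protein that withholds iron from bacteria, was 40.7-fold higher (10.89 ± 0.70 in Tg against 5.54 ± 2.40 in WT, SD, n = 4 per group, adjusted p = 9.51e-06). The cysteine protease inhibitors Csta3 and Stfa3 were 35.8-fold and 25.2-fold higher, the acute-phase protein Saa3 25.7-fold, the matrix protein thrombospondin 1 (Thbs1) 25.6-fold and Inhba, the subunit of activin A, 20.8-fold (adjusted p = 9.83e-07). The neutrophil attractant Cxcl1 rose 15.6-fold (3.96 ± 0.37, SE, log2, adjusted p = 5.85e-08) and Cxcl2 by 3.46 on the log2 scale (adjusted p = 3.37e-07), and the chitinase-like Chil1 (4.27), Spatc1 (3.75) and Plbd1 (3.73) followed. The falls, as log2 changes, were those of the actin regulator Coro6 (-2.58), the fatty acid carrier Fabp1 (-2.53, adjusted p = 9.36e-05), the prostaglandin-degrading enzyme Hpgd (-2.22), the VEGF receptor Flt1 (-1.92), Kazald1 (-1.82), Trim59 (-1.68) and Siglecf (-1.27, adjusted p = 9.36e-05). For all of these the 4 Tg pools lay beyond the 4 WT pools, except Fabp1, with 3 of 4.

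Among the fixed lists at PND 3, NF-kB targets and feedback genes rose in 15 of 20 cases (16 adjusted over the list alone; Ier3 by 2.76, Nfkbiz by 2.34, Tnip3 by 2.12; camera adjusted p = 2.7e-31, and 5.41e-05 with an estimated correlation). Of 27 hypoxia and glycolysis genes 16 rose (21 adjusted over the list alone), including the growth factor Vegfa (2.67), the lipid droplet protein Hilpda (2.60) and the glucose carrier Slc2a1 (1.42). Classical activation genes rose in 17 of 33 cases (19 adjusted over the list alone), with Acod1, which makes itaconate, up by 3.70, Ccl4 by 3.60, the prostaglandin synthase Ptgs2 by 3.28, the nitric oxide synthase Nos2 by 2.37 (adjusted p = 6e-04) and Tnf by 1.56. Neutrophil-attracting CXC chemokines rose in 5 of 7 cases (5 adjusted over the list alone; Cxcl3 by 3.68), matrix metalloproteinases and their inhibitors in 6 of 16 (9 adjusted over the list alone; Adam8 by 3.06, Mmp14 by 3.01, Timp1 by 2.43, and the macrophage elastase Mmp12 by 2.44), monocyte genes in 10 of 30 with 1 fall (14 and 2 adjusted over the list alone; the integrin Itgam by 2.34, the endotoxin co-receptor Cd14 by 2.21), complement genes in 5 of 13 and Nrf2 antioxidant targets in 5 of 20 (7 each adjusted over the list alone). Markers of neutrophils rose in 11 of 21 cases (15 with 1 fall adjusted over the list alone; adjusted p = 0.000807 with an estimated correlation). Cell division genes were lower: 8 of 29 mitosis genes fell (20 adjusted over the list alone; Anln at -0.99) and 9 of 28 DNA replication genes (14 adjusted over the list alone; Chaf1a at -0.80), and both lists passed with an estimated correlation (0.0422 and 0.038). CC chemokines (4 of 15 rose, 5 adjusted over the list alone, adjusted p = 0.0643 with an estimated correlation) and alveolar macrophage identity genes (8 of 27 fell and 2 rose, 12 and 3 adjusted over the list alone, adjusted p = 0.189 with an estimated correlation) passed with the preset correlation alone.

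In total 405 features passed both limits at PND 3 (331 higher, 74 lower), and 18 of 49 lists passed camera, 11 of them with an estimated correlation. WT replicate 1 stood apart from the other WT pools, with Saa3 at 9.15 against 4.22 to 4.52, so that the log2 changes of Lcn2 (6.498), Csta3 (6.19), Saa3 (5.88), Stfa3 (5.585), Thbs1 (5.53), Inhba (5.005), Chil1 (4.96) and Plbd1 (4.37) were larger without it, and those of Lcn2 (4.73) and Csta3 (4.48) were smaller without WT replicate 3, while Il6 (1.11, adjusted p = 0.0263) lost its call without Tg replicate 1 (0.93) or Tg replicate 2 (0.77), WT replicate 3 (1.05) or WT replicate 4 (1.00). Acod1 also read 8.95 in WT replicate 1 and 4.61 to 6.26 in the other WT pools, which lowers the change given for it above. Every Tg pool lay beyond every WT pool for 10.5% of features, against 2.86% by chance.

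At PND 10, with mucus obstruction established, fewer genes differed and almost all were higher in Tg macrophages. Inhba was 29.3-fold higher (8.88 ± 0.16 against 4.01 ± 0.62, SD, n = 4 per group, adjusted p = 3.08e-07), the membrane-bound matrix protease Mmp14 20.3-fold (adjusted p = 8.97e-08) and neuropeptide Y (Npy) 16.7-fold. Acod1 was 13.6-fold, the class I-like H2-M2 12.1-fold, Cxcl2 11.9-fold, the phagosomal metal transporter Slc11a1 11.1-fold, the mycobacterial glycolipid receptor Clec4e 11.1-fold, Pmp22 10.9-fold and Mfge8, which bridges apoptotic cells to phagocytes, 10.8-fold higher, each in 4 of 4 Tg pools. The WT means of Inhba, Npy, Acod1 and H2-M2 (3.63 to 4.01) were near background, so that their folds are lower bounds. Cxcl1 rose by 1.98 (adjusted p = 0.00219), Mmp12 by 1.84 (adjusted p = 0.00598) and Tnf by 1.63 on the log2 scale. Inka1 fell by 1.91, and the lipolysis inhibitor G0s2 (-1.69), the lipid droplet protein Cidec (-1.52, adjusted p = 0.00388), Rab44 (-1.42) and the adhesion receptor Cd2 (-1.31) were lower too.

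Of the lists at PND 10, NF-kB targets rose in 7 of 20 cases (13 with 1 fall adjusted over the list alone; 0.0105 with an estimated correlation), Nrf2 antioxidant targets in 4 of 20 (11 adjusted over the list alone; the cystine carrier Slc7a11 by 2.02, Srxn1 by 1.34), metalloproteinases in 4 of 16 (7 adjusted over the list alone), CXC chemokines in 3 of 7 (3 adjusted over the list alone) and hypoxia and glycolysis genes in 5 of 27 (9 adjusted over the list alone). These 5 lists held with an estimated correlation. Classical activation genes (7 of 33 rose, adjusted p = 0.122 with an estimated correlation), lysosomal genes (4 of 25 rose, adjusted p = 0.185 with it), mitosis genes (2 of 29 fell, adjusted p = 0.179 with it) and DNA replication genes (2 of 28 fell, adjusted p = 0.0588 with it) did not, although 11, 9, 10 and 9 of their members passed in these directions adjusted over the list alone. In total 184 features passed both limits (163 higher, 21 lower), and 15 of 49 lists passed camera, 5 of them with an estimated correlation. Pmp22 had a log2 change of 4.11 without WT replicate 1 against 3.45 with all arrays. Krt79 (-1.39, adjusted p = 0.0331) lost its call without any of 5 single arrays, with values from -1.08 (without Tg replicate 1) to -1.41 (without WT replicate 3), and it and G0s2 lost it with limma on these 8 arrays alone. Every Tg pool lay beyond every WT pool for 7.08% of features, against 2.86% by chance.

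**Figure D4:**
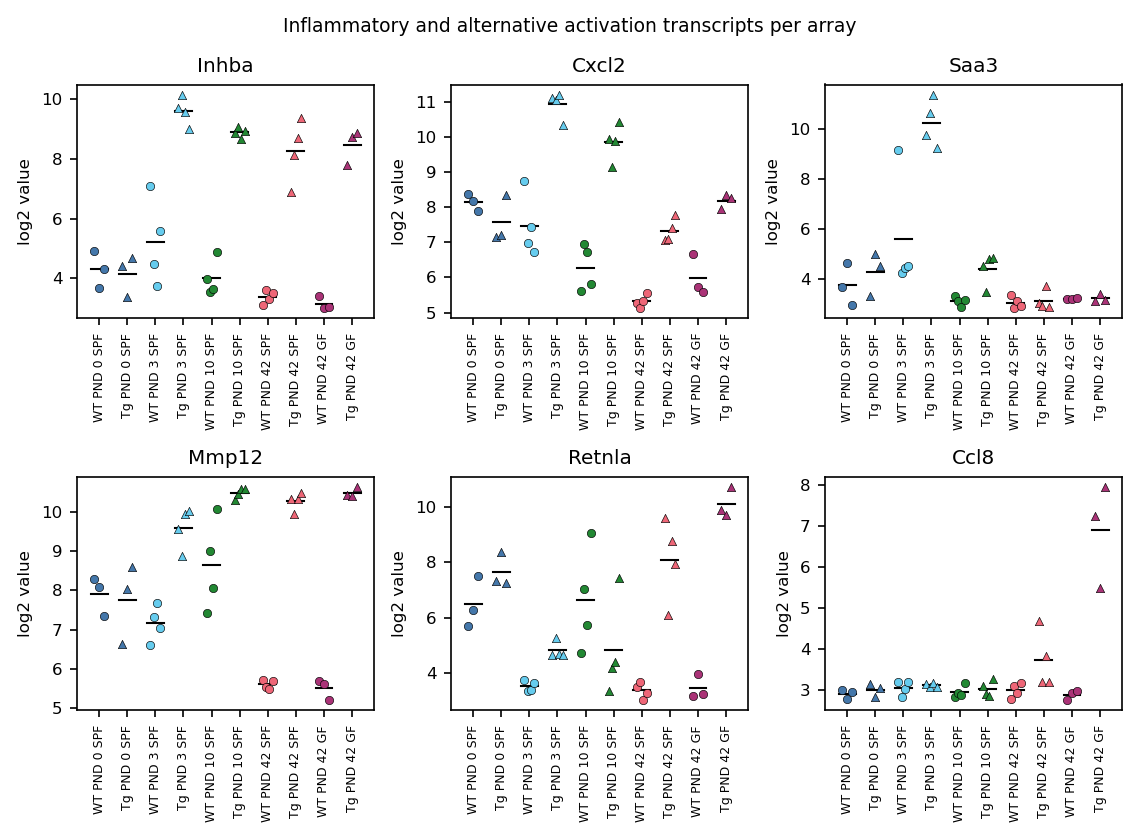
Log2 values of Inhba, Cxcl2, Saa3, Mmp12, Retnla and Ccl8 (vertical axes) in each array by group (horizontal axes), with circles for WT, triangles for Tg and a black line for the mean of each group. Inhba is higher in every Tg array than in every WT array of the same age at PND 3, 10 and 42, and Mmp12 and Retnla separate the genotypes at PND 42 in both housings.

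In adult SPF mice (PND 42) the Tg macrophages carried genes of alternative activation, the programme driven by interleukins 4 and 13. Rnase2a (Ear11 in the study), a ribonuclease of the eosinophil-associated family, was 142-fold higher (10.20 ± 1.14 against 3.04 ± 0.16, SD, n = 4 per group, adjusted p = 7.32e-07), follistatin-like Fstl1 80.6-fold (10.09 ± 0.59 against 3.75 ± 0.22, adjusted p = 2.4e-13), the wax synthase Awat1 49.7-fold, Mfge8 48.9-fold and the retinol carrier Rbp4 47.1-fold. The gluconeogenic enzyme Fbp1 was 33.4-fold, Inhba 29.7-fold, the lipid phosphatase Plpp3 28.4-fold and the resistin-like Retnla 26.4-fold (adjusted p = 5.01e-05) higher, each in 4 of 4 Tg mice. The WT means of Rnase2a, Fstl1, Rbp4, Fbp1, Inhba and Retnla (3.04 to 3.75) were near background. The folds of these genes are therefore lower bounds, and their order is not exact. Mmp12 rose by 4.66 (adjusted p = 9.16e-10), Il13 by 2.68 ± 0.41 (SE, adjusted p = 4.4e-05) and Cxcl2 by 2.01 on the log2 scale. Nos2 (0.03, adjusted p = 0.998) and the chitinase-like Chil3 (called Chi3l3 in the study; 0.18, adjusted p = 0.85) were not called. Chil3 read 12.11 to 12.29 in WT and 12.29 to 12.52 in Tg mice. The highest values on these arrays were 12.83 to 13.07, so that a rise of Chil3 may not show. The study reports that protein levels of Chi3l3, among others, bore out the enrichment of alternative activation markers at this age. The neuropeptide galanin (Gal) fell by 2.45, and the adhesion molecule Epcam (-2.10), the B cell factor Tnfsf13b (-2.07, adjusted p = 1.18e-09), Kazald1 (-2.06), Cpne5 (-2.00), the ectonucleotidase Nt5e (-1.98) and Siglecf (-0.90, adjusted p = 0.00445) also fell.

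The lists of this age were led by CC chemokines, which rose in 8 of 15 cases (10 adjusted over the list alone; Ccl24, an eosinophil attractant, by 4.46, Ccl3 by 3.59, Ccl17 by 2.89, Ccl9 by 2.66), and alternative activation genes, with 14 of 34 up and 1 down (16 and 1 adjusted over the list alone; 0.0132 with an estimated correlation). Lysosomal hydrolases and cathepsins rose in 10 of 25 cases with 1 fall (14 and 1 adjusted over the list alone; Lgmn by 1.33, Ctsl by 1.22, Ctsk by 1.21), unfolded protein response genes in 8 of 20 (13 with 1 fall adjusted over the list alone; Asns by 2.04, Atf3 by 1.29), scavenger and apoptotic cell uptake genes in 6 of 22 with 1 fall (10 and 1 adjusted over the list alone; Trem2 by 1.44, Msr1 by 1.31) and metalloproteinases in 6 of 16 (7 adjusted over the list alone). Markers of other cells moved in the same mice: 7 of 13 dendritic cell genes rose (7 adjusted over the list alone) and 4 of 14 T cell genes (8 adjusted over the list alone), each held with an estimated correlation (0.0345 and 0.0267), as did CXC chemokines, NF-kB targets and Nrf2 targets. The eosinophil list did not pass camera (adjusted p = 0.0689, 2 of 8 members up and 1 down, 3 and 1 adjusted over the list alone, with Ear6 up by 3.08 and Alox15 by 2.77), although its mean was 4.97 to 5.81 in the 4 Tg mice against 4.37 to 4.47 in the 4 WT mice. The Ly-6G selection was meant to remove eosinophils too. The study's cell counts still list a larger share of them in every Tg fraction of these SPF adults than in any WT fraction. Club and goblet cell genes rose in 5 of 18 cases (7 adjusted over the list alone; adjusted p = 0.101 with an estimated correlation), classical activation genes in 8 of 33 with 3 falls (10 and 4 adjusted over the list alone; adjusted p = 0.256 with an estimated correlation) and cholesterol synthesis genes in 2 of 19 (3 adjusted over the list alone; adjusted p = 0.244 with an estimated correlation). In total 470 features passed both limits (364 higher, 106 lower), and 21 of 49 lists passed camera, 11 of them with an estimated correlation. Retnla had a log2 change of 5.40 without Tg replicate 2 against 4.73 with all arrays. Ccl24 was also lowest in Tg replicate 2, at 4.915 against 7.425 to 9.114 in the other Tg mice. All Tg mice lay beyond all WT mice for 11.2% of features, against 2.86% by chance.

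The GF comparison asks whether the adult profile needs live bacteria. Rnase2a and Retnla were again among the largest rises. Rnase2a was 292-fold higher (11.68 ± 0.14 against 3.48 ± 0.44, SD, n = 3 per group, adjusted p = 1.1e-06), Ccl24 138-fold, Retnla 99.4-fold, Fbp1 73.2-fold, Awat1 64.0-fold, Rbp4 60.0-fold, the peptidase Anpep 47.2-fold, Fstl1 44.6-fold and Inhba 39.8-fold, each in 3 of 3 Tg mice. The WT means of Rnase2a, Ccl24, Retnla, Fbp1, Rbp4, Fstl1 and Inhba (3.13 to 3.55) were near background. Their folds are therefore lower bounds, and their order is not exact. The type 2 cytokines Il13 and Il4 rose by 3.34 (adjusted p = 1.61e-05) and 1.66 (adjusted p = 0.000656), Mmp12 by 4.97 and the chitinase-like Chil4 (Chi3l4 in the study) by 1.44 on the log2 scale. Nt5e fell by 2.44, and Gal (-2.40), Cpne5 (-2.36), Kazald1 (-2.32), Coro6 (-2.17) and the tubulin-binding Tppp3 (-2.08) fell as well. CC chemokines rose in 10 of 15 cases (11 adjusted over the list alone; Ccl8 by 4.00, Ccl2 by 3.92, Ccl7 by 3.72), alternative activation genes in 17 of 34 with 1 fall (19 and 3 adjusted over the list alone), metalloproteinases and inhibitors in 8 of 16 (8 adjusted over the list alone; Timp1 by 4.31, Adam8 by 3.61, Mmp13 by 3.26), lysosomal genes in 10 of 25 (12 adjusted over the list alone) and T helper 2 cytokines and receptors in 4 of 13 (5 with 1 fall adjusted over the list alone). T cell markers rose in 7 of 14 cases, eosinophil markers in 4 of 8 and dendritic cell markers in 5 of 13 (8, 5 and 9 adjusted over the list alone), all held with an estimated correlation. The eosinophil list scored 5.34 to 7.06 in the GF Tg mice and 4.29 to 4.52 in the GF WT mice. The study's cell counts list eosinophils in every GF Tg fraction and in no GF WT fraction. The cell source of Il13 and Il4 was not tested.

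In GF mice 650 features passed both limits (535 higher, 115 lower), and 423 without Tg GF replicate 3; 31 of 49 lists passed camera, 14 of them with an estimated correlation. Without that array Gal (-1.68) and Coro6 (-1.47) lost their calls, Il4 was higher by 0.97 and Cpne5 and Kazald1 had values of -1.70 and -1.63, Tppp3 (-1.66) lost its call without Tg GF replicate 2, and all 6 genes (Gal, Coro6, Il4, Cpne5, Kazald1 and Tppp3) lost it with limma on the 6 GF arrays alone. Without Tg GF replicate 1, Gal and Cpne5 were at -3.09 and -3.11. Ccl8 and Mmp13 also varied among the GF Tg mice, at 6.90 ± 1.26 and 6.41 ± 1.29 (SD, n = 3). Their differences between housings, given below, were larger without Tg GF replicate 2 for Ccl8 and without Tg GF replicate 1 for Mmp13. All Tg mice lay beyond all WT mice for 21.3% of features, against 10% by chance.

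The 5 comparisons share no arrays, so that their overlap can be counted. The Tg differences of SPF and GF adults were alike across features (Pearson r = 0.793, Spearman rho = 0.486; features are not independent replicates), with 311 features higher and 61 lower in both, where independence would give 6.73 and 0.42. Of 748 features past the limits in either housing, 744 had the same sign in both. The PND 3 and PND 10 differences had r = 0.596 and rho = 0.393, with 114 features up in both, and 69 features were up at PND 3, 10 and 42 in SPF mice. Among these 69 were Inhba, Mmp12, Mmp14, Mfge8, Fstl1, Cxcl2, Cxcl3, Ccl3, Ccl4, the interleukin 1 beta gene Il1b, Itgam and Slc7a11, picked here for their known function after their values were seen. The PND 0 difference had r between 0.035 and 0.087 with the others, and Lrg1, a secreted glycoprotein, was the only feature up at all 4 SPF ages, with 0 features down at all 4.

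**Figure D5:**
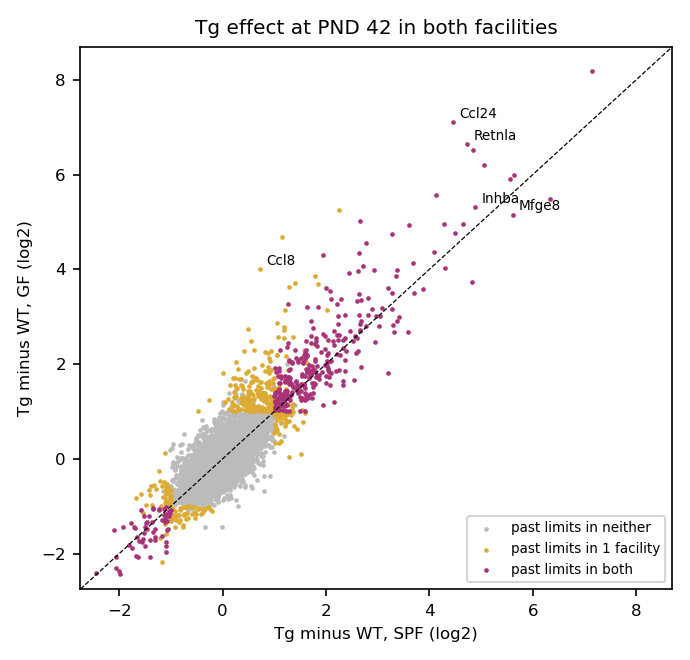
Tg minus WT difference at PND 42 (log2) in SPF housing (horizontal axis) and GF housing (vertical axis) for the 21218 features with 1 gene symbol, coloured by whether they passed both limits in neither, 1 or both housings, with a dashed line where the differences are equal. Retnla lies at 4.73 in SPF and 6.64 in GF mice, and Ccl8 at 4.00 in GF mice lies above the line.

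The age comparisons follow the lavage preparations after birth. At PND 0 transcripts of epithelial genes were high (Scgb1a1 at 11.37 to 12.09, Sftpc at 10.86 to 11.61 and Muc5b at 10.92 to 11.99 in the 6 pools), and they fell by PND 3. Their cell source was not tested. The study could not exclude a few epithelial cells, although none were obvious by histology, and proposes signals shared by epithelium and macrophages. The rises beside these falls were unequal: in WT preparations the mean log2 change was 0.594 for the general macrophage list (9 of 16 rose and 1 fell, 10 and 1 adjusted over the list alone, adjusted p = 0.185 with an estimated correlation) and 0.575 for the lysosomal list (18 of 25 rose, 18 adjusted over the list alone, adjusted p = 0.157 with an estimated correlation), against 1.824 for the mitosis and 1.401 for the DNA replication list. From PND 0 to PND 3, WT preparations gained Siglecf (2.89 on the log2 scale, adjusted p = 7.93e-12), the integrin Itgax (2.49, adjusted p = 9.69e-12) and the F4/80 gene Adgre1 (Emr1 in the study; 1.69), and Tg preparations gained them too (2.41, 2.87 and 2.19). In WT mice Fabp1 rose by 5.38, Coro6 by 4.33, the receptor Treml4 by 4.29, Gbgt1 by 3.51, the interferon-induced GTPase Gbp2 by 3.43 and Clec4e by 3.37. The largest falls were those of Agr2 (-7.60, adjusted p = 6.26e-21) and the mucin Muc5b (-6.42), which belong to airway secretory cells, Chad (-6.48), Lypd2 (-6.04), the imprinted Meg3 (-5.96) and the lung chemokine Cxcl15 (-5.61). All 29 mitosis genes (Ndc80 by 3.06, Bub1 by 2.51) and all 28 DNA replication genes (Rrm2 by 3.04) rose, as did 13 of 13 class I presentation genes, while 18 of 18 club and goblet cell genes, 15 of 18 alveolar epithelial genes (Sftpb at -4.77), 15 of 15 ciliated cell genes and 12 of 14 imprinted genes (Igf2 at -5.29) fell, and each of these lists held with an estimated correlation, with the same counts adjusted over the list alone except 1 rise in the alveolar epithelial list. In WT mice Gbgt1 had a log2 change of 2.71 without WT PND 0 replicate 3 and 4.13 without replicate 2. In total 2876 features passed both limits in WT mice (1370 up, 1506 down) and 3467 in Tg mice (1532 up, 1935 down).

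In Tg mice the same interval also brought inflammatory genes. Acod1 rose by 6.67 (adjusted p = 1.37e-10), Saa3 by 5.98, Clec4e by 5.75, Inhba by 5.46, the interleukin 36 gamma gene Il1f9 by 5.23 and Csta3 by 5.22, and Agr2 (-7.47), Chad (-7.29), the mesenchymal regulator Tcf21 (-6.90), Muc5b (-6.87), Fmo2 (-6.48) and Lypd2 (-6.31) fell. NF-kB targets rose in 18 of 20 cases (18 adjusted over the list alone) and classical activation genes in 26 of 33 (29 with 1 fall adjusted over the list alone), and 24 of 31 skeletal muscle genes fell (24 adjusted over the list alone). These 3 lists held with an estimated correlation (adjusted p = 0.00639, 0.0125 and 0.0018). Clec4e was at 6.41 without Tg PND 0 replicate 3 and Tcf21 at -7.60 without Tg PND 0 replicate 2.

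From PND 3 to PND 10, WT macrophages changed little. Rnase2a rose by 5.34 (adjusted p = 0.00181), Fbp1 by 3.71, the chemokine Ccl17 by 3.28, the sterol hydroxylase Ch25h by 1.63, Chil3 by 1.42 (adjusted p = 0.000356) and Kcnh4 by 1.36, and haptoglobin (Hp, -3.26), Scgb1a1 (-3.16), Acod1 (-2.76), the antibacterial lectin Reg3g (-2.43), Clec4e (-2.26) and Mmp14 (-2.23) fell. Alternative activation genes rose in 4 of 34 cases (12 adjusted over the list alone) and club and goblet cell genes fell in 6 of 18 (10 adjusted over the list alone), the 2 lists that held with an estimated correlation. Without WT PND 10 replicate 4 the change of Rnase2a was 4.44 and that of Scgb1a1 -3.79, without WT PND 10 replicate 1 those of Rnase2a and Ccl17 were 6.16 and 4.02, and without WT PND 3 replicate 2 that of Acod1 was -3.35. The count of 29 features (8 up, 21 down) became 18 without WT PND 3 replicate 1, 53 without WT PND 10 replicate 1, 16 without WT PND 10 replicate 2, 17 without WT PND 10 replicate 4 and 7 with limma on these 8 arrays alone, and Fbp1, Ccl17, Ch25h, Acod1 and Mmp14 each lost their call without at least 1 array (2.90 for Fbp1, 2.60 for Ccl17 and 1.41 for Ch25h without WT PND 10 replicate 4, -1.90 for Acod1 and -1.72 for Mmp14 without WT PND 3 replicate 1).

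In Tg mice part of the inflammatory genes of PND 3, neutrophil markers foremost, were lower at PND 10, while Inhba, Cxcl2, Mmp14 and Acod1 stayed higher than in WT mice. Saa3 (-5.85, adjusted p = 1.49e-06), Lcn2 (-5.64), Stfa3 (-5.43), Csta3 (-5.28), the alarmin S100a9 (-4.29) and Chil1 (-4.26) fell, all but Saa3 members of the neutrophil list, while Rnase2a rose by 3.43, Fabp1 by 2.88, Ch25h by 2.03, Coro6 by 2.00, surfactant protein C (Sftpc) by 1.96, Sorbs3 by 1.84 and Siglecf by 0.91 (adjusted p = 0.0106). Neutrophil genes fell in 14 of 21 cases (15 with 1 rise adjusted over the list alone), classical activation genes in 10 of 33 and hypoxia and glycolysis genes in 9 of 27 (17 and 14 adjusted over the list alone), and alveolar macrophage identity genes rose in 7 of 27 (10 adjusted over the list alone). Each list held with an estimated correlation (adjusted p = 5.8e-05, 0.00132, 0.000565 and 0.0237). In total 204 features passed both limits (35 up, 169 down). The Rnase2a rise (adjusted p = 0.0298) lost its call without any of several single arrays, with 2.23 without Tg PND 10 replicate 4, and was 4.24 and 4.075 without Tg PND 10 replicates 1 and 2, and Coro6 lost it without Tg PND 3 replicate 2 (1.75). Without Tg PND 10 replicate 1 the changes of Lcn2 and Csta3 were -6.24 and -6.11, and without Tg PND 10 replicate 3 that of S100a9 was -3.63.

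From PND 10 to PND 42, Rnase2a and Fbp1 went down in WT mice and up in Tg mice. In WT mice the calcium-binding Cpne5 rose by 3.75 (adjusted p = 8.76e-10), Slc9a2 by 3.12, Lrg1 by 2.91, the uncoupling protein Ucp3 by 2.81, Gca by 2.50 and Pnpla5 by 2.43, and Rnase2a (-5.50, adjusted p = 0.000129), S100a9 (-4.10), Retnlg (-3.74), Fbp1 (-3.63) and Ccl24 (-3.61) fell. S100a9 and Retnlg are members of the neutrophil list. That list scored 4.36 to 4.76 in the WT pools of PND 10 and 3.94 to 3.98 in the WT SPF mice of PND 42. The eosinophil list scored 4.53 to 5.61 and 4.37 to 4.47 in these arrays. The study's cell counts list neither cell in the WT fractions of PND 10, and the cell source was not tested. Without WT PND 10 replicate 4, Ccl24 lost its call (-2.66) and the changes of Rnase2a and Fbp1 were -4.605 and -2.83. Without WT PND 10 replicate 1 those of Rnase2a and Ccl24 were -6.33 and -4.21. Mitosis genes fell in 18 of 29 cases (28 adjusted over the list alone; 0.0205 with an estimated correlation), class II presentation genes rose in 5 of 10 (5 with 1 fall adjusted over the list alone; Cd74 by 2.32, H2-Ab1 by 2.29; adjusted p = 0.311 with an estimated correlation), and 249 features passed both limits (118 up, 131 down). In Tg mice Rbp4 rose by 5.54 (adjusted p = 7.77e-11), Awat1 by 3.83, Rnase2a by 3.82, Bex1 by 3.68, Fbp1 by 3.28 and Retnla by 3.25, and Cstdc4 (-4.17), Nt5e (-3.00), Mmp14 (-2.99), Hp (-2.74) and Clec4e (-2.67) fell. Erdr1 (-3.05) lost its call without any of several single arrays, with -2.68 without Tg PND 42 replicate 3. Without Tg PND 10 replicate 4 the changes of Rnase2a, Fbp1 and Retnla were 5.03, 4.27 and 4.11, that of Rnase2a was 3.015 without Tg PND 10 replicate 1 and 3.18 without replicate 2, and that of Retnla 3.925 without Tg PND 42 replicate 2. Cholesterol synthesis genes rose in 12 of 19 cases (17 adjusted over the list alone) and dendritic cell genes in 6 of 13 (7 adjusted over the list alone), mitosis genes fell in 12 of 29 (24 adjusted over the list alone), all 3 lists held with an estimated correlation, and 385 features passed both limits (241 up, 144 down).

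Housing was compared at PND 42, where it cannot be separated from other differences between the GF and SPF colonies. In WT mice Lrmda was higher in GF macrophages (2.48 ± 0.28, SE, log2, adjusted p = 7.21e-06), and Wdfy1, an endosomal protein, was lower by a log2 value of -1.51, Nnt, a mitochondrial transhydrogenase, by -1.21 (adjusted p = 1.63e-06) and the cholesterol exporter Abca1 by -1.02 (adjusted p = 0.015, lost without any of 4 single arrays, -0.87 without WT GF replicate 3). In Tg mice Lrmda was higher by 2.42, and Wdfy1 (-1.86) and Nnt (-1.66) were lower. Tg mice in GF housing also had more Ccl8 (3.17, adjusted p = 1.29e-06), Ccl12 (2.63), the protease inhibitor Timp1 (2.53), Erdr1 (4.08) and Mmp13 (1.90) and less Enpp5 (-1.73), Marchf4 (-1.47), Sox7 (-1.39) and Mcam (-1.27). Of these, Erdr1, Ccl12, Timp1, Mmp13, Marchf4, Sox7 and Mcam lost their calls without Tg SPF replicate 2 (4.22, 2.49, 2.32, 1.73, -1.46, -1.17 and -1.11), and each of them also without at least 1 other array. Ccl8 was higher by 3.87 without Tg GF replicate 2 and Mmp13 by 2.64 without Tg GF replicate 1. CC chemokines rose in 2 of 15 cases in GF Tg mice (5 adjusted over the list alone; 0.033 with an estimated correlation), and in WT mice the histone cluster list passed with 0 of 14 members called by limma (5 adjusted over the list alone; adjusted p = 0.0972 with an estimated correlation). In total 15 features passed in WT mice (1 higher, 14 lower) and 29 in Tg mice (15 higher, 14 lower). The Tg count was 7 without Tg SPF replicate 2, 11 without Tg SPF replicate 4, 49 without Tg GF replicate 2 and 18 without Tg GF replicate 3, and with limma on the compared arrays alone the counts were 7 and 10. Xist read 6 or more on 4 of 6 GF arrays and 0 of 8 SPF arrays of this age, and with a term for it, chosen after the data were seen, the counts were 17 in WT and 16 in Tg mice, 13 of the latter among the 29.

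Differences between the Tg effects of neighbouring ages were tested as interactions. The effect at PND 3 minus that at PND 0 passed for 604 features, led by Csta3 (5.86) and Inhba (4.54) upward and Tnnc2 (-4.93) and Slc4a1 (-4.73) downward; the count was 1040 without WT PND 0 replicate 3, 1056 without Tg PND 0 replicate 2 and 49 with limma on these arrays alone, and Slc4a1 lost its call without Tg PND 0 replicate 1 (-3.48) or replicate 3 (-3.87) and was at -6.86 without Tg PND 0 replicate 2, while Csta3 and Inhba were at 6.885 and 5.16 without WT PND 3 replicate 1 and Csta3 at 5.18 without WT PND 3 replicate 3. The effect at PND 10 minus that at PND 3 passed for 15 features, all downward, with the neutrophil list members Stfa3 at -3.99 and Chil1 at -3.48, and this count was 50 without WT PND 3 replicate 1, 45 without Tg PND 3 replicate 4, 6 to 8 without any of 11 other arrays and 0 with limma on these arrays alone (1780 at an unadjusted p under 0.05). Stfa3 and Chil1 were at -4.92 and -4.165 without WT PND 3 replicate 1 and lost their calls without WT PND 3 replicate 2 (-3.57 and -3.29) and without most other single arrays. The effect at PND 42 minus that at PND 10 passed for 145 features (101 up, 44 down), with Rnase2a at 9.32, Fbp1 at 6.91 and Retnla at 6.53 upward and Clec4e at -3.51 downward. Those of Rnase2a, Fbp1 and Retnla were 8.42, 6.11 and 5.72 without WT PND 10 replicate 4 and 10.53, 7.905 and 7.39 without Tg PND 10 replicate 4; Rnase2a was at 10.15 and Retnla at 7.17 without WT PND 10 replicate 1, Rnase2a at 8.52 and 8.68 without Tg PND 10 replicates 1 and 2 and Retnla at 7.20 without Tg PND 42 replicate 2, and limma on these arrays alone passed 174 features. GF minus SPF passed for the chemokine gene Ccl8 alone (3.27, and 3.97 or 2.75 without Tg GF replicate 2 or 3, with up to 4 features when single arrays were left out, and 0 with limma on these arrays alone, 1390 at an unadjusted p under 0.05), so that single features otherwise did not pass. Of the 364 features called higher in SPF Tg mice, 311 were also called higher in GF mice. At least 216 of the 364 had a larger difference in GF mice. These 364 were chosen by their SPF difference, and the share expected without a change was not worked out. The count of 216 therefore does not decide whether the effect was larger in GF mice.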

Values the study reported

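The study reports 432, 394, 166 and 437 genes that differed between Tg and WT macrophages at PND 0, 3, 10 and 42 at a false discovery rate of 0.05 and a 2-fold change, and 1320 over all ages. Its first and second principal components hold 22% and 6.6% of the variance. Among single genes it gives fold changes of 43.4 for Acta1 at PND 0, 42.6 for Lcn2 at PND 3 and 25.8 for Inhba at PND 10. At PND 42 it gives 137.8 for Ear11 and 85.4 for Fstl1. From PND 0 to PND 3 it gives rises of 7.7-fold and 5.0-fold for Siglec5 and Itgax. The purity of the macrophage preparations is given as 95.86% ± 0.25% (SEM).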

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

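All tests of tissue RNA, neutrophil RNA, wrong labels, sex and strain in this part were chosen only after the result was seen; the splits of the arrays were planned.

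At PND 0 the skeletal muscle and milk protein lists were higher in every Tg pool than in any WT pool, and the fibroblast, erythroid and thyroid lists in Tg replicates 1 and 3. Tg replicate 2 lay within the WT range for the fibroblast (5.369, WT 4.88 to 5.72) and thyroid lists (3.696, WT 3.48 to 3.73) and below it for the erythroid list (3.39, WT 3.50 to 3.56), and the erythroid (adjusted p = 0.0663) and thyroid lists (adjusted p = 0.175) did not pass with an estimated correlation. The library labelled Tg PND 0 replicate 3, which has a WT-like Scnn1b value, is argued against as the whole source, since 25 of 31 muscle genes still rose without it and Tg replicate 1 lay above the WT range in all 5 lists (5.57, 7.74, 5.62, 6.47 and 6.499 for muscle, fibroblast, milk, erythroid and thyroid against at most 3.57, 5.72, 4.14, 3.56 and 3.73). RNA of other tissues in differing amounts in the pools cannot be told apart from an effect of genotype: a WT pool lay at or above the lowest Tg pool in 3 of 5 lists, as carry-over without regard to genotype would give, but not in the muscle and milk lists, and 3 pools per genotype are too few to tell. The Ly-6G selection would not remove such RNA. Acta1 and Csn2 read 9.13 and 8.87 in Tg and 4.43 and 5.06 in WT pools. A genotype effect stays open as untested.

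In WT mice of PND 3, replicate 1 had an inflammatory profile: Saa3 read 9.15 against 4.22 to 4.52 in the other 3 pools, Nos2 5.50 against 3.18 to 3.28, Adgre1 9.43 against 9.08 to 9.11 and Siglecf 8.55 against 9.24 to 9.36, each far from the rest of its group. This array lay above every other WT array of PND 3 for 23 of 33 classical activation genes, 14 of 20 NF-kB targets, 5 of 7 CXC chemokines and 15 of 21 neutrophil genes. A Tg pool under a WT label is argued against by Scnn1b, which read 3.25 in this pool against 5.37 in the lowest Tg pool and up to 3.55 in the other WT pools. The neutrophil list differed from the mean of the other WT pools by a median of 1.30 (Lcn2 by 4.60, S100a9 by 3.65), while Mmp8 (-0.825), Camp (-0.26), Ltf (-0.157), Mpo (-0.123), Elane (-0.015) and Ngp (0.118) were lower or level. S100a8, S100a9, Csf3r, Cxcr2 and Mmp8 already read 6.76 or more on average in those pools, and Csf3r (8.04 against 7.81) and Cxcr2 (7.10 against 7.28) were level. The Ly-6G selection would remove most neutrophils. The study's cell counts list neutrophils in some Tg fractions of PND 3 but not in the WT fractions of that age. Neutrophil RNA cannot be told apart from macrophages that express these genes, because the high baseline of Csf3r, Cxcr2 and Mmp8 would hide a small share and Camp, Ltf, Mpo, Elane and Ngp were near background in this pool and on average in the other WT pools (3.76 or less), and an infection or inflammation in these WT pups was not tested.

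Between housings, 10 features passed both limits in WT and in Tg mice at PND 42, where independence would give 0.015; 3 of them are named (Wdfy1, Nnt and Lrmda) and 7 have no symbol, 4 of these with values identical on all 36 arrays. Counted once per distinct value series, 7 are shared, where independence would give 0.011. For all 10, each of the 6 GF arrays lay outside the range of the 8 SPF arrays. Sex is argued against: Xist was high in 4 of 6 GF arrays and 0 of 8 SPF arrays, but the third GF replicates of both genotypes, with low Xist, lay outside the SPF range for 10 of 10 features. Nnt was lower in 6 of 6 GF arrays (5.23 to 5.81) than in any SPF array of PND 42 (6.789 to 6.997). The SPF arrays of PND 0 also read low, at 4.80 to 5.31. These are of another age, with high epithelial transcripts, so that they do not decide the question for adults. The study describes its SPF mice as congenic C57BL/6N. It states that the GF mice were kept in a gnotobiotic centre and names no strain for them. A strain variant fixed in the GF colony stays open, as Nnt is known to be disrupted in a C57BL/6 substrain, and cannot be told apart from germ-free housing itself, because colony and housing split the arrays in the same way.

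Other arrays far from the rest of their group were, with chance giving about 1 in 20 of the 150 group tests and 11 such values found: Il4 at 2.75 in WT PND 3 replicate 4 (others 2.58 to 2.59) and at 2.56 in WT PND 42 SPF replicate 2 (2.62 to 2.63). Retnla read 5.28 in Tg PND 3 replicate 2 (4.66 to 4.69) and Cxcl2 10.35 in Tg PND 3 replicate 4 (11.07 to 11.19). The array median of Tg PND 3 replicate 1 was 3.83 (3.78 to 3.79). Tg PND 42 SPF replicate 3 read 8.97 for Adgre1 (8.90 to 8.91) and 3.70 for Saa3 (2.86 to 3.00).

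The Tg effect differed between ages by its interaction test. From PND 0 to PND 3 it differed for 604 features; the log2 differences were 5.86 for Csta3, 4.54 for Inhba, 4.25 for Chil1, 4.14 for Saa3, 4.13 for Thbs1 and 4.12 for Asprv1, and -4.93 for Tnnc2, -4.73 for Slc4a1, -4.63 for Acta1, -4.34 for thyroglobulin, -4.12 for Csn1s2a and -4.00 for Rsad2. The calls of thyroglobulin (-2.46), Slc4a1 (-3.48) and Rsad2 (-2.95) and that of Saa3 (3.66) were lost without Tg PND 0 replicate 1, and that of thyroglobulin also without most other arrays left out in turn (-4.01 without Tg PND 0 replicate 3) and those of Slc4a1 (-3.87) and Rsad2 (-3.36) also without Tg PND 0 replicate 3. Without Tg PND 0 replicate 2 the differences of Slc4a1, thyroglobulin, Rsad2 and Csn1s2a were -6.86, -6.54, -5.68 and -5.08 (that of Csn1s2a -2.77 without Tg PND 0 replicate 3), and without WT PND 3 replicate 1 those of Csta3, Saa3, Inhba, Thbs1, Chil1 and Asprv1 were 6.885, 5.34, 5.16, 4.98, 4.94 and 4.77 (that of Csta3 5.18 without WT PND 3 replicate 3). From PND 3 to PND 10 it differed for 15 features, with Stfa3 at -3.99, Chil1 at -3.48, Il1r2 at -2.99, Asprv1 at -2.97, Olfm4 at -2.86 and Prok2 at -2.39, all but Prok2 members of the neutrophil list; Stfa3 (-3.57), Chil1 (-3.29) and Asprv1 (-2.78) lost their calls without WT PND 3 replicate 2 and without most other single arrays, and were at -4.92, -4.165 and -3.62 without WT PND 3 replicate 1. From PND 10 to PND 42 it differed for 145 features, with Rnase2a at 9.32, Fbp1 at 6.91, Retnla at 6.53, Rbp4 at 6.17, Awat1 at 5.41 and Ccl24 at 5.38, and Clec4e at -3.51, Hp at -2.64, Nt5e at -2.59, Mmp14 at -2.49, Stap1 at -2.48 and Cd14 at -2.38; Mmp14 lost its call without most single arrays (-2.19 without Tg PND 42 replicate 2). Without WT PND 10 replicate 4 the differences of Rnase2a, Fbp1, Retnla, Rbp4, Awat1 and Ccl24 were 8.42, 6.11, 5.72, 5.54, 4.76 and 4.44, and without Tg PND 10 replicate 4 those of Rnase2a, Fbp1, Retnla and Ccl24 were 10.53, 7.905, 7.39 and 6.25. Without WT PND 10 replicate 1 those of Rnase2a, Retnla and Ccl24 were 10.15, 7.17 and 5.99, without Tg PND 42 replicate 2 those of Retnla and Ccl24 were 7.20 and 6.23, and without Tg PND 10 replicates 1 and 2 that of Rnase2a was 8.52 and 8.68 (that of Ccl24 4.76 without Tg PND 10 replicate 1). Between housings it differed for 1 feature, Ccl8 (3.27; 3.97 and 2.75 without Tg GF replicates 2 and 3). Among the 6616 presumed controls left out of the comparisons, 75, 12, 5, 14 and 22 passed both limits between genotypes at PND 0, 3, 10, 42 in SPF and 42 in GF housing.

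Other splits of the same arrays tested whether chance can give counts as large. Chance can be excluded in this way for the genotype comparisons at PND 3 (405 real, 227 in the highest other split), PND 10 (184 and 6) and PND 42 in SPF mice (470 and 4). At PND 0 the splits are too few for a share under 0.05, with 429 features in the real split, 508 in the highest other and 4 of the 10 splits at or above the real count, and in GF mice they are too few as well (650 and 0). Chance can be excluded for PND 3 against PND 0 in WT (2876 and 1881) and Tg mice (3467 and 2275), PND 10 against PND 3 (29 and 1 in WT, 204 and 6 in Tg), PND 42 against PND 10 (249 and 0 in WT, 385 and 16 in Tg) and GF against SPF (15 and 1 in WT, 29 and 17 in Tg), each with 1 of 35 splits at the real count. Each of these readings is for 1 comparison on its own. The share of 1 in 35 is the smallest possible, and the number of comparisons was not allowed for. Other splits mix the real groups, which can lower their counts. For GF against SPF in Tg mice the count of 29 fell to 7 without Tg SPF replicate 2, so that chance is less firmly excluded there. For the interactions the splits do not decide whether chance can be excluded. Of 100 drawn splits, the real one included, 2 reached the real count at PND 3 minus PND 0 (604, highest other 711), 4 at PND 10 minus PND 3 (15, highest other 101), 5 at PND 42 minus PND 10 (145, highest other 414) and 17 at GF minus SPF (1, highest other 1057). But 1 of 1, 3 of 3 and 4 of 4 other splits as large for the age interactions in turn, and 11 of 16 at GF minus SPF, left or exchanged the genotypes of 1 age or housing whole and mixed those of the other, which turns the Tg effect itself into a difference. For the age interactions the counts therefore reflect that structure of the samples and do not measure chance alone. At GF minus SPF the structure covers 11 of the 16 only. The rest reached the real count without it, so that chance is not excluded there. The tests of the interactions were set aside because of this structure after their counts were seen. Under the limit of 0.05 written before, the first 2 had been read as excluding chance and the last 2 as not excluding it.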

How the results depend on the processing

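The settings without replicate 3 of both genotypes at PND 0, with every Tg array beyond every WT array, with weights by group variance, with a term for Xist (6 or more on 11 arrays) and with all features kept were chosen only after the data were seen; the others were planned. Of 292 results for named genes, 223 were called. Of these, 0 turned direction with array weights, single arrays left out, median centring, quantile normalization again, a replicate block or an Xist term. The compared groups alone and the test without moderation leave the change itself as it is, so they could not turn it. The remaining settings were not checked for single genes. Of 259 called list results, 0 turned direction, but mixed fry has no direction and an estimated correlation does not alter it. Median centring, quantile normalization again and a variance prior with trend moved no count of features by more than 1.5 times, nor did the replicate block (410, 401, 182 and 464 for the genotype comparisons at PND 0, 3, 10 and 42 in SPF and 639 in GF mice). The cause was not tested where a count moved, except that looser limits and fewer tests act by construction, and signal near background limits what dim features can show.

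At the adjusted p alone the counts were 1252, 1171, 453, 1299 and 1422 for genotype at PND 0, 3, 10, 42 SPF and 42 GF, 7532 and 724 for PND 3 against 0 and 42 against 10 in WT, 8677, 421 and 1334 for the 3 Tg age steps and 946 for the first interaction. With a fold limit of 1.5 they were, in the same order, 1007, 890, 363, 970, 1183, 5582, 551, 6393, 362, 932 and 907. With only the compared groups in the limma fit they were 0 for genotype at PND 0 (1679 at an unadjusted p under 0.05), 7 for PND 10 against 3 in WT, 7 and 10 for GF against SPF in WT and Tg, and 49, 0 (1780 unadjusted) and 0 (1390 unadjusted) for the interactions PND 3 minus 0, PND 10 minus 3 and GF minus SPF; 75 results for named genes lost their call. Array weights gave 57 (PND 10 against 3 in WT), 27 and 44 (GF against SPF in WT and Tg), 39 (PND 10 minus 3) and 2 (GF minus SPF). With the 12846 features of mean 5 or more in a group, the counts were 46 (PND 10 against 3 in WT), 24 (PND 10 minus 3) and 2 (GF minus SPF), the lists 14 at PND 0 and 8 for PND 42 against 10 in WT, the components 49.3% and 12.3%, and the correlations of the Tg effect 0.667 (PND 3 and 10), 0.505 (PND 3 and 42 SPF), 0.536 (PND 3 and 42 GF), 0.509 (PND 10 and 42 SPF) and 0.853 (SPF and GF). With 1 feature per gene GF against SPF in WT gave 4 and GF minus SPF 2. All features kept gave 6 for PND 10 minus 3, as did the test without moderation, which gave 14 for GF against SPF in Tg; the Xist term gave 16 there and 2 for GF minus SPF. Variance weights gave 179 at PND 0 and 198 for PND 3 minus 0, leaving out replicate 3 of both genotypes at PND 0 1087 and 1263, and separation of every array 211 at PND 0.

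With an estimated correlation the lists past camera were 5, 11, 5, 11 and 14 for genotype in the order above, 9, 2 and 1 for the WT age steps, 19, 10 and 7 for the Tg age steps, and 0 (3 at an unadjusted p under 0.05) and 3 for GF against SPF in WT and Tg. Directional fry gave 2 and 4 for PND 10 against 3 and 42 against 10 in WT, 11 for PND 10 against 3 in Tg, and 0 (3 unadjusted) and 4 for GF against SPF. Mixed fry gave 42 and 9 for PND 3 against 0 and 10 against 3 in WT, 48 for PND 3 against 0 in Tg, and 0 (1 unadjusted) and 5 for GF against SPF. Leaving out single arrays gave 221 to 828 for genotype at PND 0, 333 to 518 at PND 3, 146 to 212 at PND 10, 397 to 495 at PND 42 SPF and 423 to 769 in GF mice. For the WT age steps it gave 2636 to 3498, 16 to 53 and 206 to 252, for the Tg steps 3134 to 3740, 158 to 248 and 312 to 389, for GF against SPF 14 to 17 in WT and 7 to 49 in Tg, and for the interactions 408 to 1056, 6 to 50, 99 to 163 and 1 to 4.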

Other observations

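The look at Xist was chosen only after the arrays were seen, and the lists were planned.

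A few interferon-stimulated genes rose in Tg mice at birth and in GF adults. At PND 0, 2 of 27 rose (2 adjusted over the list alone; Rsad2 by 3.79 and the ubiquitin-like Isg15 by 2.50), and in GF adults 4 of 27 rose (5 adjusted over the list alone), with adjusted p = 0.384 and 0.179 for the list with an estimated correlation. In GF Tg mice the list of cholesterol efflux and lipid storage went both ways, with 8 of 24 genes up and 4 down (10 and 8 adjusted over the list alone; adjusted p = 0.196 with an estimated correlation), and 3 of 31 oxidative phosphorylation genes rose (4 with 1 fall adjusted over the list alone; adjusted p = 0.196 with an estimated correlation). Natural killer and innate lymphoid markers rose in 2 of 11 cases in GF Tg mice (3 adjusted over the list alone; adjusted p = 0.0178 with an estimated correlation) and B and plasma cell markers in 2 of 14 (2 adjusted over the list alone; adjusted p = 0.061 with an estimated correlation). Complement genes rose in 5 of 13 cases with 1 fall there (7 and 1 adjusted over the list alone; adjusted p = 0.0345 with an estimated correlation). Scgb1a1 was higher in GF Tg mice by 1.96 on the log2 scale (adjusted p = 0.0155) and lost its call without WT GF replicate 3 (1.78) or Tg GF replicate 2 (1.56). The cartilage and bone list did not pass camera in any contrast tested, although directional fry called it in Tg mice between PND 0 and PND 3 (adjusted p = 0.0055).

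Xist, the RNA of the inactive X chromosome, read 6 or more on 11 of 36 arrays although the methods describe male mice: the third replicates of both genotypes at PND 0, WT replicates 1 and 4 and Tg replicates 2, 3 and 4 at PND 3, and replicates 1 and 2 of both genotypes in GF housing. Pools of pups can hold both sexes, but the GF arrays were of single mice, for which pooling gives no account. A term for Xist is among the alternatives given above.

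The first and second components held 44.3% and 10.7% of the variance. Both are higher than the values quoted from the study above. The components here are of the log2 values without scaling, while the study used correlation matrices, so that the shares are not the same measure. Acta1 at PND 0 was 25.9-fold higher in Tg pools. That is lower than the fold quoted from the study above.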
